A study of Homo sapiens with 67 samples. Its data were reported in "An interleukin 6 responsive plasma cell signature is associated with disease progression in systemic sclerosis interstitial lung disease" (2023).

How the data were processed

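Whole blood drawn into PAXgene tubes from people with SSc (49 libraries) and normal controls (18 libraries) was profiled by RNA sequencing. Per the labels, total RNA was extracted from the tubes and made into libraries with a stranded total RNA kit. The authors aligned and annotated the reads to GRCh38 and deposited raw counts per gene with no normalization. The aligner, the counting tool, the annotation release and the strand setting are not stated, and neither is the number of donors behind the libraries. The count table held 30727 genes by numeric gene identifier, and 67 of 67 library files equalled their column. Symbols and coordinates came from the RefSeq annotation of GRCh38.p14; 2913 genes without a symbol, which held 0.501% of counts, were kept in the fits and not named. Of the immunoglobulin genes in the lists 0 of 52 were found by symbol in the table, so the list of immunoglobulin constant region genes gave no value. The genes without a symbol were not searched for them. Total counts per library ran from 3.79 M to 83.9 M (1 M is 1e+06 counts), with means of 23.03 M in SSc and 31.1 M in normal libraries of range 1 and 57.7 M and 49.3 M in range 2. The most similar pair of libraries had a correlation of 0.987 and differed by more than counting error (chi-square over degrees of freedom 18.1), so no library was taken as a copy of another.

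Groups came from the disease state in the labels. The library numbers in the titles fell into 2 ranges, the second made of 2 runs (13 SSc and 9 normal, then 7 SSc and 1 normal); the range was a covariate of the pooled fits, and each range was also fitted alone. Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr (minimum count 10, minimum total count 15) and robust quasi-likelihood tests at a Benjamini-Hochberg adjusted p of 0.05. The interaction of group and range tested whether the SSc effect differed between ranges. Fold changes are SSc over normal on the log2 scale, with the SE derived from the test statistic. Log2 CPM used a prior count of 2. Gene lists were tested with limma 3.58.1, by camera with a preset inter-gene correlation of 0.01 and with an estimated one, and by fry. The 24 tested lists were interferon, ribosomal protein, histone, mitochondrial, T cell, NK and cytotoxic, B cell, plasma cell, monocyte, dendritic, neutrophil, neutrophil granule, eosinophil and basophil, erythroid, platelet, IL-6 and STAT3, glucocorticoid, immediate early and proliferation genes, the 4-gene PC signature and the skin modules PD-1 to PD-4 of the study, which were chosen on skin and not on these libraries. Some genes are in more than 1 list, such as POU2AF1, DERL3, JCHAIN and CD163.

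The PC score and the library measures were compared by two-sided permutation tests with labels permuted within range (100000 permutations, seed 1) and, for the score and its genes, by the exact Wilcoxon test within each range (scipy 1.17.1, Python 3.11.15). Co-expression was tested by permuting each gene over libraries. Named genes were the 4 signature genes and 12 further B cell, PC and IL-6 genes; the 8 highest and 8 lowest log2 fold changes among called genes with a mean log2 CPM of at least 1 and the same direction at an unadjusted p under 0.05 in both ranges; up to 4 members of each list by p; and the 5 genes with the smallest interaction p. Genes without a symbol and genes that can carry a sex signal were left out of all parts. The groups, tests, lists, naming rule and settings to vary were fixed before the data were examined. Errors and intervals cover only the spread between libraries, except in the comparison with matched genes. There the intervals cover the spread between the genes of a list, which are not independent replicates.

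The settings varied were RLE and upper-quartile scaling, DESeq2 1.42.0 (also with the fold and mean count thresholds of the study, 2 and 25), limma-voom, no filter and a stricter filter (CPM above 1 in 18 libraries), no range covariate, a covariate of 3 number blocks, removal of haemoglobin genes, removal of libraries of low connectivity (below -2.5, which took out SSc replicate 8 alone), covariates of sex-chromosome expression or of cell composition scores, and thinning to the smallest library. Settings chosen after seeing the data were a correction for transcript length and GC content (from GENCODE 44 transcripts), covariates of the haemoglobin share or of genes detected, removal of 8 libraries with over 60% haemoglobin counts (7 SSc, 1 normal), and the PC score and its genes without normal replicate 5. The pipeline was tested on simulated data with the real means, depths and dispersions and 200 changed genes, 67 of them at 2-fold. At 2-fold, 88.1% were recovered in the pooled fit, 55.2% in range 1, 79.1% in range 2 and 29.9% of interactions. Of the calls, 4.57%, 2.63%, 5.63% and 4.40% were false. Genes were drawn independently, so variation shared by many genes was not simulated and these shares may not hold in the real libraries. Splits of the real libraries with permuted labels called at most 44 genes pooled, 3123 in range 1, 4653 in range 2 and 3612 interactions. The median of these splits was 0 in each fit.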

Results

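Whole-blood RNA from PAXgene tubes, which stabilise RNA at the draw, was profiled in 67 libraries, 49 from people with systemic sclerosis (SSc) and 18 from normal controls. The library numbers in the titles fell into 2 far-apart ranges that both held SSc and normal libraries. Range 1 had 29 SSc and 8 normal libraries, and range 2 had 20 SSc and 10 normal libraries. Within ranges the numbers also nearly separated the groups: 17 of 18 normal libraries had a number after every SSc library of their run (range 1 was 1 run and range 2 was 2). A batch that follows the numbers therefore cannot be told apart from the group in any comparison below. Range 2 holds as many SSc and as many normal libraries as the study states for its blood data, but nothing in the labels ties it to them. The labels do not say what the numbers stand for either, do not tie libraries to donors and do not tell stable from progressing patients. The comparison was therefore SSc against normal, p-values measure the spread between libraries, and progression of interstitial lung disease was not compared. The total count per library ran from 3.79 M to 83.9 M (1 M is 1e+06 counts), with a median of 31.2 M. SSc replicate 8 was the shallowest, and the next, SSc replicate 2, had 10.5 M. None of the 52 immunoglobulin segment genes in the gene lists was found by symbol in the count table (0 found), so plasma cell (PC) transcripts were followed through other genes.

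SSc libraries of range 1 were shallower and held fewer detected genes than normal libraries, and those of range 2 were deeper and held more. Total counts were 23.03 ± 6.84 M in SSc and 31.1 ± 7.06 M in normal libraries of range 1 (SD; permutation p = 0.00565, adjusted p = 0.0170), and 57.7 ± 8.26 M against 49.3 ± 7.10 M in range 2 (permutation p = 0.00818, adjusted p = 0.0164). In range 1, 17489 ± 1522 genes were detected in SSc (SD, n = 29) and 19353 ± 354 in normal libraries (n = 8; permutation p = 0.00168, adjusted p = 0.0101). In range 2, 20681 ± 1121 genes were detected in SSc (n = 20) and 19650 ± 513 in normal libraries (n = 10; permutation p = 0.00782, adjusted p = 0.0164). Haemoglobin genes, which mark red cells and reticulocytes, took 43.6% ± 16.3 of counts in SSc and 39.8% ± 7.96 in normal libraries of range 1 (permutation p = 0.522), and 23.6% ± 15.01 against 35.5% ± 14.2 in range 2 (permutation p = 0.0442, adjusted p = 0.0530). Mitochondrially encoded genes took 1.72% ± 0.753 of counts in SSc and 2.16% ± 0.602 in normal libraries of both ranges (permutation p = 0.00844, adjusted p = 0.0506). They took 1.95% ± 0.835 against 2.27% ± 0.430 in range 1 (permutation p = 0.309, adjusted p = 0.449) and 1.37% ± 0.446 against 2.07% ± 0.721 in range 2 (permutation p = 0.00297, adjusted p = 0.0164). The tests were two-sided with labels permuted within range, adjusted over 6 measures by Benjamini-Hochberg.

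**Figure D1:**
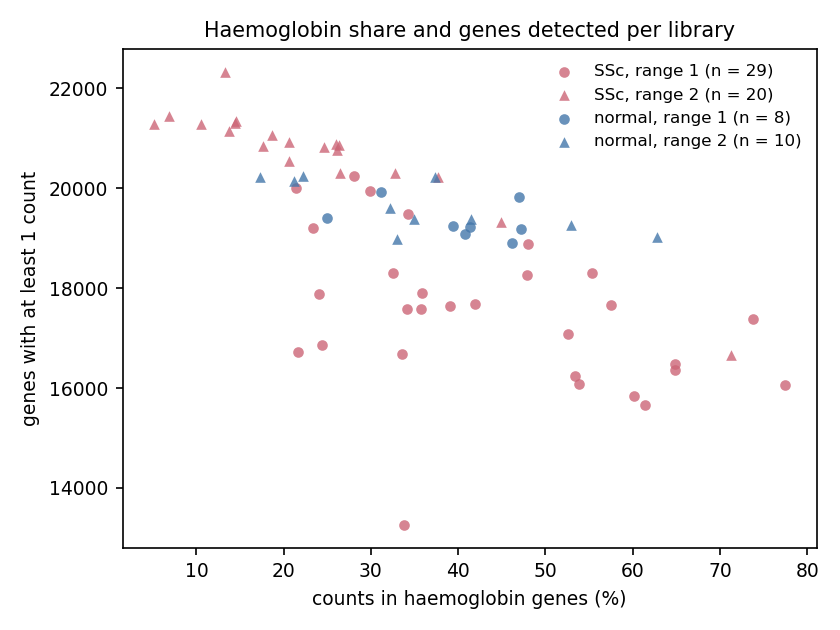
Share of counts in haemoglobin genes (x axis, percent) against the number of genes with at least 1 count (y axis) for each of the 67 libraries, coloured by group and shaped by number range. SSc libraries of range 1 averaged 17489 genes and those of range 2 averaged 20681 genes, on either side of the normal libraries (19353 and 19650).

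The main question was which blood transcripts differed between SSc and normal controls. Of 16043 genes tested, 2454 were higher and 2038 lower in SSc (4492 in all; n = 49 and 18), and 567 of these changed at least 2-fold, 526 up and 41 down. The genes that rose most included the interferon-induced IFI27, IFI44 and RSAD2, the ribosomal protein genes RPL34, RPL26 and RPL31, the alarmin S100A8 of neutrophils and monocytes, and RN7SK, a short non-coding RNA that restrains transcription elongation. S100A8 (gene 6279, chromosome 1, 153390032 to 153422583 on GRCh38) rose by a log2 fold change of 3.24 ± 0.44 (SE; adjusted p = 1.28e-07) and lay above the normal median of its range in 49 of 49 SSc libraries. Among genes that fell, COLQ (gene 8292, chromosome 3, 15450133 to 15521706), the collagen-like tail of acetylcholinesterase, had a log2 fold change of -1.06 ± 0.14 (adjusted p = 3.76e-08) and lay below the normal median in 48 of 49. CXCR6, a chemokine receptor of effector T and NK cells, had -1.17 ± 0.21 (adjusted p = 2.23e-05; 46 of 49 below). COL5A3 (-1.49 ± 0.36, adjusted p = 0.00138; 43 of 49), SLC45A3 (-1.11 ± 0.25, adjusted p = 0.000658; 42 of 49) and DCANP1 (-1.01 ± 0.19, adjusted p = 4.54e-05; 46 of 49) also fell. MYOM2 had -1.54 ± 0.45 (adjusted p = 0.00773), but only 33 of 49 lay below the normal median, and in range 1, where normal libraries had 23.1 ± 42.9 CPM (SD, n = 8), 15 of 29. KRT73 fell by 1.25 on the log2 scale (SE 0.30, adjusted p = 0.00118) together with KRT73-AS1 (-1.08 ± 0.26, adjusted p = 0.00133). These genes overlap on chromosome 12, so their reads cannot be assigned to one of them without the strand setting, which is not stated. KRT73 was not called with cell composition scores as covariates. Adjusted p-values are from edgeR's quasi-likelihood test with the number range as a covariate and Benjamini-Hochberg adjustment over all genes tested.

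Interferon-induced genes had the largest median change of the 24 lists over both ranges. Of 22 tested, 21 rose, with a median log2 fold change of 1.78, and adjusted over the list alone 22 rose. IFI44 averaged 3.09 ± 1.65 CPM (counts per 1e+06 counts) in normal (SD, n = 8) and 22.7 ± 43.9 CPM in SSc libraries (n = 29) of range 1, and 4.76 ± 2.32 (n = 10) against 48.3 ± 47.3 CPM (n = 20) in range 2. Its log2 fold change was 3.12 ± 0.52 (SE, adjusted p = 6.59e-06; 46 of 49 SSc libraries above the normal median of their range). IFI27 rose by 3.19 ± 0.74 (adjusted p = 0.000810), IFIT1, which binds viral RNA, by 2.70 ± 0.47 (adjusted p = 1.38e-05), RSAD2, the antiviral enzyme viperin, by 3.09 ± 0.62 (adjusted p = 0.000132), IFI44L by 2.93 ± 0.55 (adjusted p = 5.32e-05) and HERC5, the ISG15 ligase, by 1.90 ± 0.37 (adjusted p = 8.96e-05). The list's median was 1.87 in range 1 and 1.64 in range 2, and 0 of its genes passed the test of a difference between ranges. The mean log2 CPM of the list was above the highest normal library of the same range in 11 of 29 and 11 of 20 SSc libraries, and the SD among SSc libraries exceeded that among normal libraries. With composition scores as covariates 17 of the 22 genes were higher, with a median of 1.05.

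**Figure D2:**
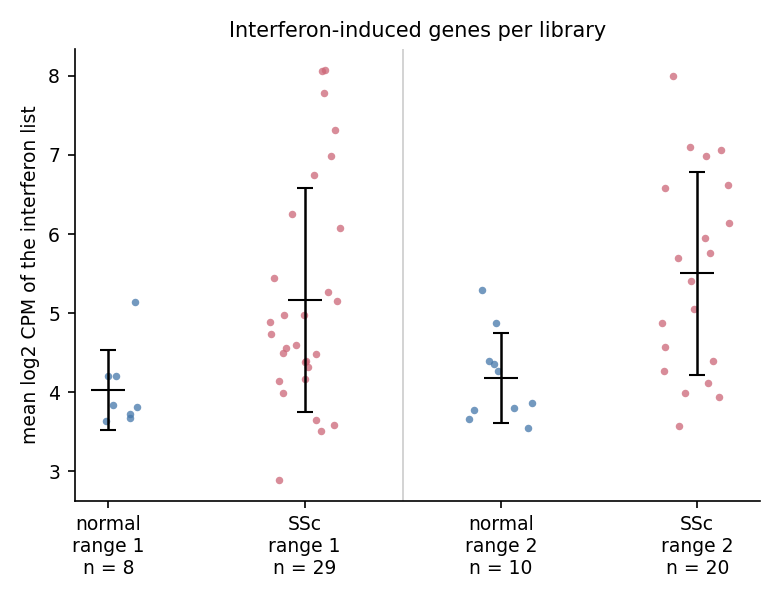
Mean log2 CPM of the 22 interferon-induced genes in each library (points) by group and number range, with the mean and SD. SSc libraries averaged 5.17 ± 1.42 in range 1 and 5.51 ± 1.28 in range 2, against 4.03 ± 0.50 and 4.18 ± 0.57 in normal libraries.

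For the lists as wholes, limma's camera with a preset inter-gene correlation of 0.01 called 7 of 24 (interferon, adjusted p = 1.15e-10; ribosomal protein, 8.86e-18; skin module PD-2, 8.06e-05; T cell and platelet, both 0.000349; monocyte, 0.00104; neutrophil, 0.0263). With an estimated correlation 0 of 24 lists were called by camera, the lowest adjusted p was 0.741 (which these 7 share), and 0 had an unadjusted p under 0.05. Of 64 splits of the labels within ranges, the real one included, 49 called at least as many lists at the preset correlation, so these calls are not evidence on their own. A list median of at least the same size came up in 1 split, the real one, for the interferon, monocyte and PD-4 lists. It came up in 2 for the ribosomal protein and T cell lists, 3 for the eosinophil and basophil list, 4 for the PC list and 5 for the histone list. For the NK list it came up in 7, for the platelet and neutrophil lists in 9 each, and for PD-2 in 22. The directional test fry, which does not compare a list with other genes, gave adjusted p = 0.00501 for the interferon, ribosomal protein, monocyte and T cell lists.

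Some genes of T cells and cytotoxic lymphocytes were lower in SSc blood. Of 17 T cell genes 8 fell and 1 rose, with a median log2 fold change of -0.41, and adjusted over the list alone 9 fell and 1 rose. TCF7, a transcription factor of naive and memory T cells, fell by 0.71 on the log2 scale (SE 0.15, adjusted p = 0.000192; 45 of 49 SSc libraries below the normal median). CD3E, a chain of the T cell receptor complex, had -0.67 ± 0.14 (adjusted p = 0.000214; 42 of 49), the kinase LCK -0.54 ± 0.12 (adjusted p = 0.000427; 43 of 49) and the homing receptor CCR7 -0.52 ± 0.13 (adjusted p = 0.00150; 43 of 49). Of 15 NK and cytotoxic genes 6 fell and 0 rose, 6 also adjusted over the list alone, among them SPON2 (-0.95 ± 0.21, adjusted p = 0.000400), GNLY, which encodes the granule protein granulysin (-0.80 ± 0.25, adjusted p = 0.0135), PRF1, which encodes perforin (-0.60 ± 0.19, adjusted p = 0.0140), and NCR1 (-0.65 ± 0.18, adjusted p = 0.00427). The NK list's median was -0.34 (0.11 in range 1, where 0 of its genes were called, and -0.46 in range 2, where 6 fell), and camera gave adjusted p = 0.160 (0.858 with an estimated correlation). These are shares of a mixed blood RNA pool, so a lower value can stand for fewer cells or for less RNA per cell; with composition scores as covariates, which include the T cell list itself, 3 T cell genes fell and 2 rose.

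Some monocyte and platelet genes were higher. Of 13 monocyte genes 7 rose and 0 fell (9 rose adjusted over the list alone; median 0.46), among them VCAN, which encodes the matrix proteoglycan versican (1.05 ± 0.18, adjusted p = 8.55e-06; 41 of 49 SSc libraries above the normal median), the scavenger receptors CD36 (0.75 ± 0.16, adjusted p = 0.000228; 42 of 49) and CD163 (0.66 ± 0.19, adjusted p = 0.00551; 33 of 49, made up of 13 of 29 in range 1 and 20 of 20 in range 2), and MS4A7 (0.63 ± 0.19, adjusted p = 0.00978). Of the monocyte genes 0 were called in range 1 (median 0.27) and 7 rose in range 2 (median 0.52). Of 16 platelet genes 5 rose and 0 fell, 5 also adjusted over the list alone, with a median of 0.52. The platelet median was 1.08 in range 1 and 0.30 in range 2 (4 rose in each). Over both ranges the median was 0.27 with genes detected as a covariate and 0.25 without libraries over 60% haemoglobin (4 rose under each). By DESeq2 8 rose (median 0.55), and with the haemoglobin share as a covariate 9 rose (median 0.58). PPBP, a platelet chemokine, rose by 1.49 ± 0.32 (adjusted p = 0.000265; 49 of 49), and GNG11 (1.12 ± 0.22, adjusted p = 8.96e-05; 48 of 49), ITGA2B (1.43 ± 0.35, adjusted p = 0.00122) and ITGB3 (0.68 ± 0.23, adjusted p = 0.0194) rose with it. Of 14 neutrophil genes 4 rose and 0 fell, 4 also adjusted over the list alone, with a median of 0.20: S100A12 (1.97 ± 0.40, adjusted p = 0.000135), CMTM2 (1.19 ± 0.29, adjusted p = 0.00158), VNN2 (0.80 ± 0.21, adjusted p = 0.00216) and MME (0.51 ± 0.18, adjusted p = 0.0242). The neutrophil median was 0.55 in range 1 and -0.13 in range 2. With composition scores as covariates, which include the neutrophil and platelet lists, 3 monocyte genes rose, 3 neutrophil genes rose and 4 fell (median -0.11), and 2 platelet genes rose and 6 fell.

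**Figure D3:**
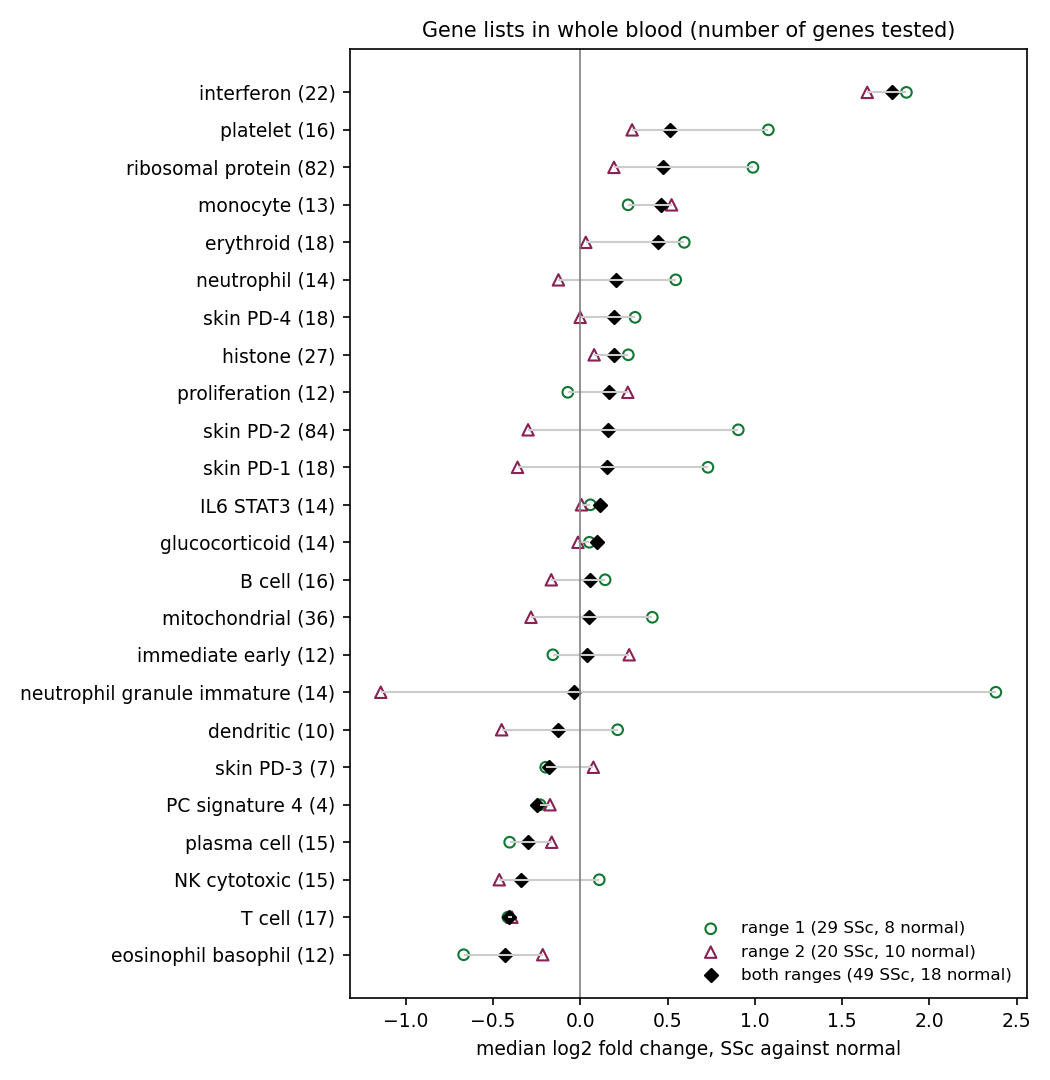
Median log2 fold change of each gene list, SSc against normal (x axis), for both ranges together (diamonds), range 1 (circles) and range 2 (triangles), with the number of genes tested in brackets. The interferon list lay at 1.78 (1.87 and 1.64 within ranges) and the T cell list at -0.41, while the granule genes of immature neutrophils lay at 2.38 in range 1 and -1.14 in range 2.

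Many ribosomal protein genes rose, some of them strongly. Of 82 tested, 44 rose and 0 fell, with a median log2 fold change of 0.48, and adjusted over the list alone 47 rose and 3 fell. Their share of all counts did not pass the permutation test. It was 1.73% ± 0.815 in SSc and 1.33% ± 0.280 in normal libraries (SD, permutation p = 0.0551, adjusted p = 0.165). Within ranges the share did not pass either (permutation test, adjusted p = 0.314 in range 1 and 0.186 in range 2). RPL34 (gene 6164, chromosome 4, 108620576 to 108630484) averaged 3.66 ± 1.75 CPM in normal (SD, n = 8) and 33.9 ± 33.3 CPM in SSc libraries (n = 29) of range 1, and 5.82 ± 4.77 (n = 10) against 63.2 ± 27.6 CPM (n = 20) in range 2, a log2 fold change of 3.33 ± 0.37 (SE, adjusted p = 9.58e-10; 48 of 49 SSc libraries above the normal median). RPL26 (3.04 ± 0.33, adjusted p = 5.54e-10), RPL31 (2.99 ± 0.35, adjusted p = 4.09e-09), RPS27L (2.62 ± 0.31, adjusted p = 3.91e-09) and RPS7 (2.12 ± 0.25, adjusted p = 3.42e-09) rose with it. The short RNA RN7SK, outside this list, rose by 3.17 ± 0.59 (adjusted p = 4.20e-05). In range 1, 49 ribosomal protein genes rose and 0 fell (median 0.99). In range 2, 36 rose and 25 fell (median 0.19), and camera at the preset correlation gave adjusted p = 0.102. The interaction test was passed by 32 ribosomal protein genes. RPL28 and RPLP2, chosen after their values were seen, fell in range 2 by 1.21 and 1.08 on the log2 scale (adjusted p = 5.25e-05 and 4.85e-05). Across genes, which are not independent replicates, the log2 fold change fell with transcript GC content over both ranges (Spearman rho = -0.50) and in range 2 (rho = -0.64). In range 1 rho was -0.08, but the median was 0.27 in GC decile 1, -0.03 in decile 6 and 0.17 in decile 10. With transcript length rho was -0.25 in range 1, 0.16 in range 2 and -0.01 over both ranges.

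**Figure D4:**
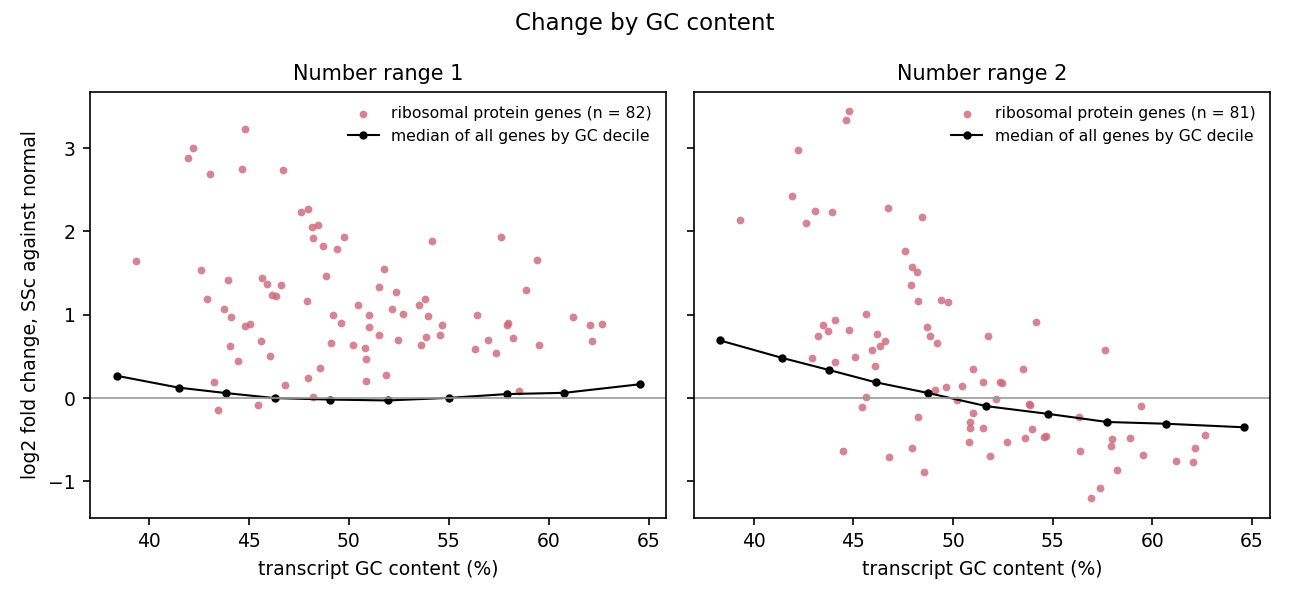
Log2 fold change of SSc against normal (y axis) by transcript GC content (x axis, percent) in each number range, for ribosomal protein genes (points) and as the median of all genes per GC decile (line). In range 2 the median fell from 0.69 in the lowest decile to -0.35 in the highest.

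The study asked whether the tissue PC signature, which fell in skin under IL-6 receptor blockade, is also raised in blood. It was not higher in SSc: the signature score, the mean log2 CPM of MZB1, POU2AF1, DERL3 and FAM30A, was 3.44 ± 0.73 in SSc (SD, n = 49) and 3.75 ± 0.50 in normal libraries (n = 18). Compared within ranges the difference was -0.34 (bootstrap 95% interval -0.65 to -0.05; -0.30 without the range covariate) and did not pass the two-sided permutation test within ranges (p = 0.0699). It was -0.35 in range 1 (permutation p = 0.248, exact Wilcoxon p = 0.435) and -0.32 in range 2 (permutation p = 0.153, exact Wilcoxon p = 0.131). The first principal component of the 4 genes, the module eigengene, did pass (difference -0.93, permutation p = 0.0431; 71.3% of the variance). Normal replicate 5, with a score of 5.35, stood apart; without it the difference was -0.24 (permutation p = 0.188), and -0.15 in range 1 (exact Wilcoxon p = 0.784).

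Within the signature, POU2AF1 and DERL3 were lower over all libraries, which rested in part on normal replicate 5, and MZB1 and FAM30A were not shown to differ. POU2AF1 (gene 5450, chromosome 11, 111352255 to 111379275), a B-cell coactivator of immunoglobulin transcription, differed by -0.55 on the log2 scale (permutation p = 0.00590, adjusted p = 0.0169; 37 of 49 SSc libraries below the normal median). DERL3 (gene 91319, chromosome 22, 23834503 to 23839006), which helps to clear misfolded proteins from the endoplasmic reticulum, differed by -0.52 (permutation p = 0.00844, adjusted p = 0.0169; 32 of 49 below). In range 2 alone, DERL3 differed by -0.70 (exact Wilcoxon p = 0.000754, adjusted p = 0.00302) and POU2AF1 by -0.51 (exact Wilcoxon p = 0.0439, adjusted p = 0.0878). In range 1 neither was shown to differ: DERL3 had -0.32 (exact Wilcoxon p = 0.704, adjusted p = 0.871), with 14 of 29 SSc libraries below the normal median, and POU2AF1 had -0.59 (exact Wilcoxon p = 0.0937, adjusted p = 0.375), with 22 of 29. MZB1 (gene 51237, chromosome 5, 139387467 to 139389913) differed by -0.09 (permutation p = 0.752), and FAM30A (gene 9834, chromosome 14, 105917979 to 105932642) by -0.19 (permutation p = 0.359). Without normal replicate 5, POU2AF1 differed by -0.47 (permutation p = 0.0180) and DERL3 by -0.43 (permutation p = 0.0281), both with an adjusted p of 0.0562, and MZB1 by 0.07 (permutation p = 0.806); in range 1 DERL3 then had -0.11 and MZB1 0.15 (exact Wilcoxon p = 0.907 and 0.725). Adjustment was over these 4 genes. By edgeR over all genes, POU2AF1 had a log2 fold change of -0.48 ± 0.18 (SE, adjusted p = 0.0336), DERL3 -0.45 ± 0.18 (adjusted p = 0.0585), MZB1 0.00 ± 0.27 (adjusted p = 0.992) and FAM30A -0.05 ± 0.19 (adjusted p = 0.875), so 0 of the list rose and 1 fell, or 2 adjusted over the list alone. The call on POU2AF1 ended without the range covariate (-0.45) and with a correction for transcript length and GC content (-0.30), and held under the other 15 of 17 alternatives. DERL3 was called under 6 of 17 (-0.59 to -0.44) and lay at -0.25 after the length and GC correction. The study described both genes as lower in blood, and the labels do not say which of these libraries it used, so this is not independent evidence.

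**Figure D5:**
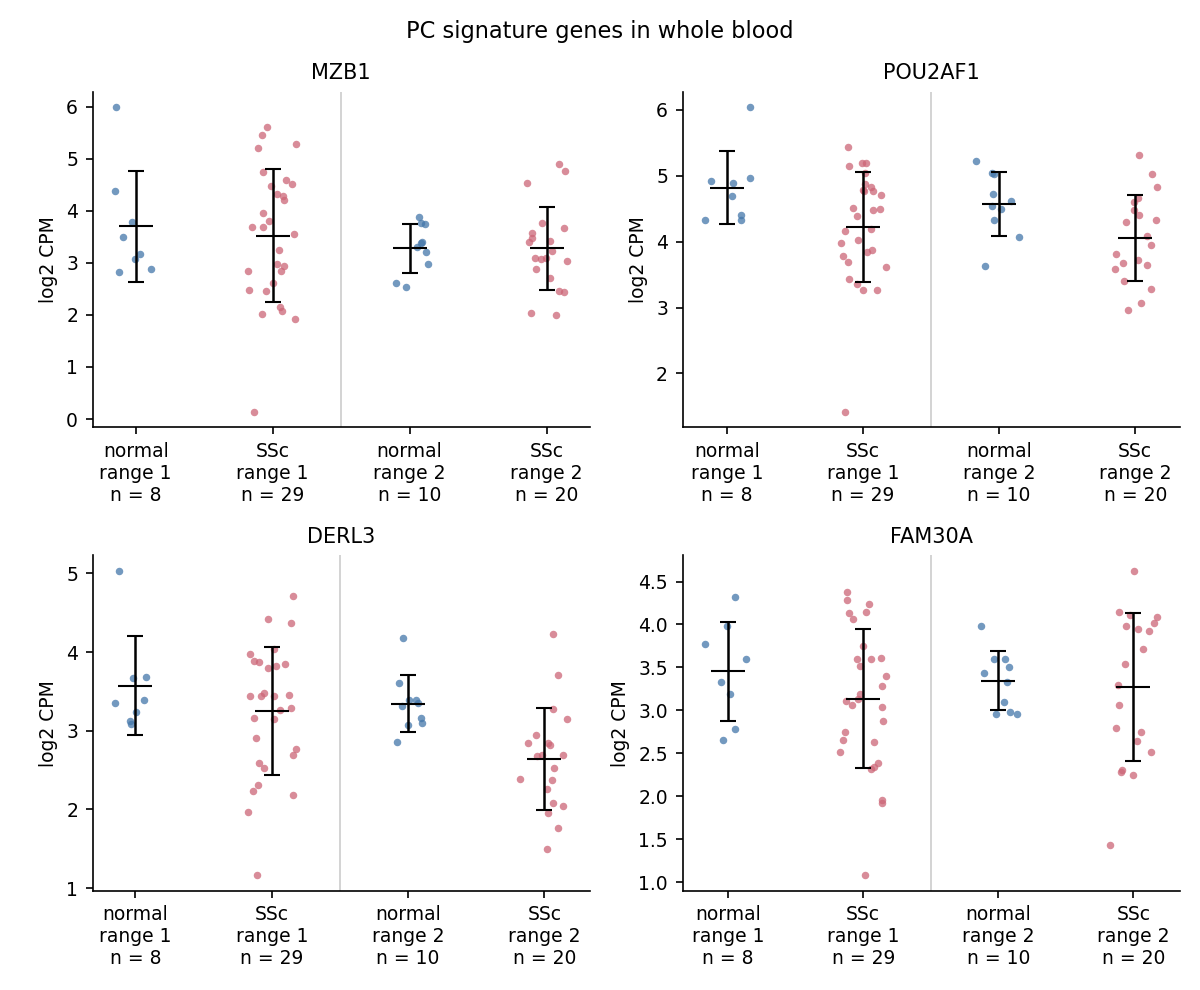
Log2 CPM of the 4 signature genes in each library (points) by group and number range, with the mean and SD. Over both ranges SSc differed from normal by -0.55 for POU2AF1, -0.52 for DERL3, -0.19 for FAM30A and -0.09 for MZB1.

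Genes of the PC list, which includes MZB1, POU2AF1 and DERL3, moved both ways. Of 15 tested genes of the PC list 6 fell and 1 rose, with a median log2 fold change of -0.30, and adjusted over the list alone 8 fell and 1 rose. XBP1, a transcription factor of secretory cells that many blood cells also express, fell by 0.50 on the log2 scale (SE 0.09, adjusted p = 1.00e-05; 46 of 49 SSc libraries below the normal median). CD27, a costimulatory receptor also found on T cells, had -0.59 ± 0.15 (adjusted p = 0.00284), FCRL5 -0.76 ± 0.27 (adjusted p = 0.0273) and the chaperone FKBP11 -0.30 ± 0.09 (adjusted p = 0.00677). TNFRSF17, the PC survival receptor BCMA, rose by 0.91 ± 0.33 (adjusted p = 0.0317; 41 of 49 above), which was not called after the length and GC correction (0.68). JCHAIN, which joins secreted IgM and IgA, had -0.26 ± 0.35 (adjusted p = 0.612; 0.54 by limma-voom and 0.55 by DESeq2, not called by either), CD38 -0.24 ± 0.22 (adjusted p = 0.450) and TNFRSF13B -0.67 ± 0.27 (adjusted p = 0.0564), and SDC1 was too low to be tested. Camera gave the list an adjusted p of 0.0601 (0.741 with an estimated correlation), and fry gave 0.0225. Of 16 B cell genes 0 rose and 0 fell, also adjusted over the list alone (3 fell by limma-voom and 3 with composition scores as covariates); MS4A1 had 0.27 ± 0.28 (adjusted p = 0.489) and CD79A -0.18 ± 0.26 (adjusted p = 0.645). The B cell median was 0.06 while camera pointed down (adjusted p = 0.318; 0.858 with an estimated correlation).

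The signature genes were correlated with each other across blood libraries. The test permuted each gene over libraries, so variation shared by many genes can also pass it. Other gene sets were not compared, so co-expression particular to these genes was not tested. Over the 49 SSc libraries, centred within range, the mean of the 6 pairwise Spearman correlations was 0.64 (one-sided permutation p = 1e-05, the smallest these permutations can give), with 0.60 in range 1 and 0.69 in range 2. The normal libraries gave 0.58 (n = 18; permutation p = 1e-05, the smallest possible). POU2AF1 and FAM30A had r = 0.85 and rho = 0.87 (both permutation p = 1e-05, adjusted p = 1.5e-05), and MZB1 and DERL3 had r = 0.82 and rho = 0.76 (the same p-values). MZB1 and FAM30A were the weakest pair, with r = 0.29 (permutation p = 0.0418) and rho = 0.30 (permutation p = 0.0390), which the adjustment left unchanged. MZB1 and POU2AF1 had r = 0.47 and rho = 0.50 (adjusted p = 0.000756 and 0.000264), POU2AF1 and DERL3 r = 0.72 and rho = 0.74, and DERL3 and FAM30A r = 0.61 and rho = 0.65. Adjustment was over 6 pairs. Without the 2 libraries farthest from the median of the first gene, r ran from 0.27 to 0.83. The study described the blood pattern as unlike that of tissue, which these files do not hold.

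Few genes of IL-6 signalling were called, and their number depended on the fit. Of 14 genes of the IL-6 and STAT3 list 1 rose and 0 fell, also adjusted over the list alone: BCL6, a repressor also expressed in neutrophils and monocytes, with 0.64 ± 0.18 (adjusted p = 0.00590). IL6R had 0.16 ± 0.11 (adjusted p = 0.259), IL6ST 0.40 ± 0.25 (adjusted p = 0.232), STAT3 0.12 ± 0.11 (adjusted p = 0.410), SOCS3 -0.16 ± 0.16 (adjusted p = 0.502) and JAK3 0.21 ± 0.13 (adjusted p = 0.207). In range 1, 0 were called, and in range 2, 3 rose, with IL6R at 0.34 (adjusted p = 0.0236) and IL6ST at 0.76 (adjusted p = 0.0235). After the length and GC correction 6 rose and 0 fell, and with composition scores as covariates 2 rose and 4 fell. The list's median was 0.11 (camera adjusted p = 0.454; 0.858 with an estimated correlation). The skin modules that fell under IL-6 receptor blockade could be tested in part in blood, so counts and camera results stand for the tested genes and not for a module. In PD-1, 18 of 33 genes were tested, 4 rose and 1 fell. In range 1, 5 rose and 0 fell (median 0.73), in range 2, 2 rose and 5 fell (median -0.36), and 8 passed the interaction test. The genes called included CXCL10, an interferon-induced chemokine (1.57 ± 0.47, adjusted p = 0.00925), CCL2 (1.47 ± 0.47, adjusted p = 0.0148), BTLA (0.65 ± 0.22, adjusted p = 0.0199) and SUPT3H (0.53 ± 0.19, adjusted p = 0.0255). CXCL10 and CCL2 were near the detection floor (group means of 0.23 to 0.90 and 0.09 to 0.37 CPM), and CCL2 was not tested in range 1. Under the stricter filter 2 of 13 PD-1 genes rose, and after thinning 1 of 13. In PD-2, 84 of 211 were tested, 18 rose and 3 fell, led by CARD16 (2.36 ± 0.26, adjusted p = 9.58e-10), RPL39 (2.44 ± 0.32, adjusted p = 4.60e-08) and the pseudogenes RPL31P11 (3.17 ± 0.40, adjusted p = 1.85e-08) and RPL23P8 (2.57 ± 0.36, adjusted p = 2.00e-07). Of the PD-2 genes 41 rose and 0 fell in range 1 (median 0.90), while 15 rose and 28 fell in range 2 (median -0.30). The interaction test was passed by 42 PD-2 genes. In PD-3, the PC module, 36 of the 44 listed genes were immunoglobulin segment genes and the other 8 were in the count table; 7 were tested, and 0 rose and 1 fell (0 adjusted over the list alone). In PD-4, 18 of 44 were tested, 3 rose and 1 fell, among them the Fc receptor gene FCGR1A (1.23 ± 0.28, adjusted p = 0.000776), which overlaps H2BC18, the stress cytokine GDF15 (1.28 ± 0.32, adjusted p = 0.00161), MIR4435-2HG (1.03 ± 0.29, adjusted p = 0.00487) and SERPINE2 (-0.83 ± 0.25, adjusted p = 0.00971). GDF15 was near the detection floor as well (group means of 0.22 to 0.70 CPM). Adjusted over the list alone, the PD-1, PD-2 and PD-4 counts did not change. Camera gave PD-1, PD-3 and PD-4 adjusted p = 0.488, 0.454 and 0.454 (0.858, 0.858 and 0.755 with an estimated correlation).

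Fitted on its own, range 1 gave 1646 genes (1078 higher, 568 lower of 15272 tested) and range 2 gave 7333 (3957 higher, 3376 lower of 17106). Of 15253 genes tested in both, 419 were higher in both and 243 lower in both, where unrelated lists would share 257.9 and 123.1; 136 were higher in range 1 and lower in range 2 (233.4 for unrelated lists), and 20 the reverse (136.0). The difference of the SSc effect between ranges passed edgeR's interaction test for 2237 genes, 660 larger and 1577 smaller in range 2. APP (log2 fold change -0.36 in range 1 and 0.95 in range 2; interaction adjusted p = 0.000507) and SYNE2, a nuclear envelope protein (-0.25 and 1.18; 0.000576), were larger in range 2. LILRA5, a receptor of myeloid cells (1.88 and -0.22; 0.00198), SYS1 (0.19 and -0.50; 0.000576) and AHCY (0.21 and -0.78; 0.00198) were smaller. Granule genes of immature neutrophils moved in opposite directions: of 14, 5 rose in range 1 (median 2.38), 4 fell in range 2 (median -1.14), 11 passed the interaction test, and 0 were called over both ranges or adjusted over the list alone (median -0.04, camera up, adjusted p = 0.318; 0.858 with an estimated correlation). The pooled value depended on the fit: with composition scores as covariates 9 fell (median -1.34), while the median was 0.87 with the haemoglobin share as a covariate and 0.91 without libraries over 60% haemoglobin (0 called in each). LCN2 had 2.57 in range 1 (adjusted p = 0.0313) and -1.75 in range 2 (adjusted p = 0.0233; interaction adjusted p = 0.00489), DEFA4 2.43 and -1.97 (interaction adjusted p = 0.0154) and AZU1 1.77 and -1.56 (0.0234), while LTF had 2.62 and -0.24 (0.0637). The normal libraries of range 2 were widely spread in these genes (LCN2 61.7 ± 115 CPM, DEFA4 22.2 ± 43.8 CPM, AZU1 13.9 ± 20.7 CPM; SD, n = 10), and 15, 12 and 13 of the 20 SSc libraries lay below their median. JCHAIN had -1.22 in range 1 (adjusted p = 0.101) and 1.02 in range 2 (adjusted p = 0.0109; interaction adjusted p = 0.0142), but 17 of 29 and 17 of 20 SSc libraries lay above the normal median, and the normal libraries of range 1 were widely spread (38.5 ± 67.6 CPM; SD, n = 8), so no reversal is read from it. With the number of genes detected as a covariate the interaction count was 8, and with the haemoglobin share it was 863. The range 1 count was then 0 by edgeR and 0 by limma-voom (1609 of 15272 at an unadjusted p under 0.05); only 5 of 29 SSc libraries of that range reached the lowest normal library in genes detected, so covariate and group overlap there.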

Values the study reported

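The study stated that its whole-blood data came from 20 patient samples and 10 healthy donors. Its skin PC module, PD-3, held 44 genes, of which 39 were immunoglobulin variable region genes.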

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

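Of the tests in this part, the thinning of counts was fixed before the data were examined, but what it would show was written down only after its result was seen; the slopes within groups were fixed before their own values but after the counts with covariates had been seen.

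The SSc effect differed between the number ranges for 2237 genes by edgeR's interaction test. Unequal depth does not account for it, since 1800 genes passed after all libraries were thinned to the smallest. The number of genes detected stays open: slopes on it among libraries of the same group and range gave the sign of 97.0% of the called genes (78.9% of all genes) and a median of 0.530 of the size, and with it as a covariate 8 genes passed. The haemoglobin share stays open as well, with 97.2% of signs (79.7% of all genes), 0.230 of the size and 863 genes. A difference between the patients of the ranges, or in how their blood was handled, may lie behind either measure; the labels give nothing to test it beyond the numbers, which also split range 2 into 2 runs (the second with 1 normal library, entered in the pooled fit only, which then called 4447 genes) and nearly separate the groups within a run.

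Among the named genes, 18 passed the interaction test. The effect in range 2 minus that in range 1 on the log2 scale was positive for JCHAIN (2.26), SYNE2 (1.45), VCAN (1.35), APP (1.33), SMPD3 (0.89) and the NF-kappa-B inhibitor gene NFKBIA (0.86). It was negative for DEFA4 (-4.38), LCN2 (-4.29), AZU1 (-3.31), S100A12 (-2.27), CMTM2 (-2.10), LILRA5 (-2.07), MIR4435-2HG (-1.86), PPBP (-1.58), AHCY (-0.98), ATP8 (-0.95), COLQ (-0.77) and SYS1 (-0.66). COLQ was lower in both ranges, and S100A12 higher in both. Most SSc libraries lay above the normal median for JCHAIN in both ranges (17 of 29 and 17 of 20).

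In groups of up to 10 normal libraries, 3 of 14 tests found a library apart from the others by Dixon's test, where chance gives about 1 in 20. Normal replicate 5 had a PC score of 5.35, with the nearest at 4.24. Normal replicate 3 had 47.5 M counts, with the nearest at 31.2 M. Normal replicate 12 had 2.19% of counts in ribosomal protein genes, with the nearest at 1.43%.

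Group labels were permuted within ranges in 64 splits, the real one included. For SSc against normal, 1 split, the real one, reached 4492 genes (the highest other gave 44) and 1 reached 567 genes at 2-fold (highest other 24), so chance can be excluded. In range 2, 1 split reached 7333 genes (highest other 4653). In range 1, 2 splits reached 1646 genes (highest other 3123), and for the interaction 2 reached 2237 (highest other 3612); the share of splits is small enough to exclude chance by the rule used here, but a split that calls more genes than the real one points to a structure among the libraries, so these 2 counts are not read as due to the group alone. For the 7 gene lists called by camera, 49 splits reached as many (highest other 16), so chance cannot be excluded for that count.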

How the results depend on the processing

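The covariates of haemoglobin and genes detected, the length and GC correction, the removal of libraries over 60% haemoglobin and the removal of normal replicate 5 were chosen after seeing the data. The pooled count of 4492 genes stayed within 1.5 times under 17 of 17 alternatives (3490 to 5680), and the 2-fold count under 17 of 18, with 1387 without a filter, where 25948 genes were tested. The length and GC correction called 3671 genes, which kept 1602 of the 2454 higher and 836 of the 2038 lower genes. It called 2334 higher and 1337 lower genes, so the lower count moved by more than 1.5 times. The range 1 count was 2571 by DESeq2, 0 with the genes detected covariate and 914 without libraries over 60% haemoglobin; the range 2 count was 3984 with genes detected; the interaction count was 863 with haemoglobin and 8 with genes detected. Gene lists called were 0 with an estimated correlation, 11 in range 1, 4 in range 2 and 12 after the length and GC correction. In range 2 the neutrophil (adjusted p = 0.99688) and PD-2 lists (0.31186) pointed down. The PC score passed only as the eigengene (-0.93014) and lay between -0.35 and -0.15 under the other 6 alternatives; co-expression passed under all 4 (0.58 to 0.69). Within ranges, SSc minus normal was -8.0414 M (range 1, reversed) and 8.4278 M (range 2) for total counts, -1863.4 and 1031.6 (reversed) for genes detected, -11.94% for haemoglobin and -11.381% for the 50 most abundant genes in range 2, and -0.31956% for mitochondrial counts in range 1. The cause of these changes was not tested. Of 1965 values of 117 named genes, 1826 kept their side of the threshold, 87 lost the call, 52 gained it and 0 called values reversed; 32 values of 12 genes changed sign without a call in either fit. In 56 genes the side never changed. No paired analysis was possible because the replicate numbers follow the order of deposit. Thinned to the smallest library, 11805 genes could be tested and 3490 passed. At 1.5-fold the simulated pooled fit recovered 62.7% of genes, range 1 17.9%, range 2 22.4% and the interaction 7.46%, with depth not varied.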

Other observations

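Other blood cell groups changed in part. Of 12 eosinophil and basophil genes 3 fell and 0 rose (median -0.43; adjusted over the list alone 5 fell and 1 rose), among them GATA2, a transcription factor of basophils, mast cells and progenitors (-1.07 ± 0.31 SE, adjusted p = 0.00775; 41 of 49 SSc libraries below the normal median), and HDC, the enzyme that makes histamine (-0.90 ± 0.33, adjusted p = 0.0364; 41 of 49). SMPD3 fell as well (-0.45 ± 0.16, adjusted p = 0.0298), while the Charcot-Leyden crystal gene CLC had 0.78 ± 0.31 (adjusted p = 0.0537). Of 10 dendritic cell genes 1 rose, CLEC9A (0.74 ± 0.25, adjusted p = 0.0209), and 1 fell, the plasmacytoid marker LILRA4 (-0.63 ± 0.24, adjusted p = 0.0424), with 1 and 0 adjusted over the list alone. Of 18 erythroid genes 4 rose and 0 fell (3 adjusted over the list alone), including CA1 (1.23 ± 0.42, adjusted p = 0.0218). This count depended on the fit: 1 rose and 2 fell by limma-voom and with genes detected as a covariate (medians -0.01 and 0.01), 4 rose and 6 fell with composition scores (median -0.03), and 8 rose and 2 fell with the haemoglobin share. Of 27 tested histone genes 8 rose and 0 fell, 8 also adjusted over the list alone, including H1-4 (1.69 ± 0.40, adjusted p = 0.00116). H1-4 was near the detection floor (group means of 0.14 to 0.48 CPM). As 77 histone genes were listed, the family is not judged as a whole. Of 36 mitochondrially encoded genes 4 rose, among them TRNY and TRNS2, which encode transfer RNAs, and 4 fell, among them ND4L (-0.70 ± 0.14, adjusted p = 0.000127) and ATP8 (-0.77 ± 0.15, adjusted p = 0.000138), with the same counts adjusted over the list alone; the median was 0.05 while camera pointed down. In range 1, 3 mitochondrially encoded genes rose and 0 fell (median 0.41), in range 2, 3 rose and 13 fell (median -0.28), and 9 passed the interaction test; without libraries over 60% haemoglobin 10 fell over both ranges.

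Of 14 glucocorticoid-responsive genes 1 rose, CD163, and 1 fell, DDIT4 (-0.65 ± 0.15, adjusted p = 0.000972; 43 of 49 below), also adjusted over the list alone, and the list's median was 0.09 while camera pointed down. The count depended on the fit. With composition scores as covariates 0 rose and 5 fell (median -0.39), and after the length and GC correction 3 rose and 0 fell (median 0.25). Of 12 immediate early genes 1 rose, ATF3 (0.72 ± 0.27, adjusted p = 0.0383), and 0 fell (0 adjusted over the list alone; median 0.04, camera down). Of 12 proliferation genes 0 rose and 0 fell, also adjusted over the list alone. Camera at the preset correlation called none of the lists in this paragraph and the one before. The S100 partner of S100A8, S100A9, chosen after its value was seen, rose by 1.26 ± 0.31 (adjusted p = 0.00152), with 2.51 in range 1 and 0.43 in range 2 (interaction adjusted p = 0.00587).

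The files held 49 SSc and 18 normal libraries. Both are higher than the sample numbers quoted from the study above. Range 2 alone held 20 SSc and 10 normal libraries, the same as the numbers quoted. The gene list of PD-3 held 25 immunoglobulin variable region genes and 36 immunoglobulin segment genes in all, both fewer than the number quoted above.

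In the paragraphs that follow, the composition covariates were fixed before the data were examined, but what they would show was written down only after their result was seen. The tests with genes detected as a covariate were chosen after their results were seen, and the comparison with matched genes was fixed before its own value but after corrected counts had been seen. For the rise of ribosomal protein genes over both ranges, matching on transcript length and GC content did not remove the whole. The median log2 fold change exceeded that of genes matched on both by 0.417 (bootstrap 95% interval over genes 0.233 to 0.534). Genes of the list are not independent, so this interval may be too narrow. No matched comparison was made within a range, so length and GC content stay open there. Over both ranges, cell composition as scored here and genes detected do not account for the rise either. With them as covariates 54 and 45 genes were higher, against 44 without. With genes detected 5 genes were also lower, against 0 without. The composition scores came from the neutrophil, T cell, B cell, erythroid and platelet lists, so the share of other cell groups stays open. For range 1 alone genes detected cannot be judged, since covariate and group overlap there and 0 genes were called with it. Reads shared with ribosomal pseudogenes, differences in RNA quality and a batch that follows the numbers were not tested and may contribute. In 2 of the 64 splits, the real one included, the list's median was as large.

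For the rise of interferon-induced genes over both ranges, 2 technical explanations are argued against. The median exceeded that of matched genes by 1.79 (1.33 to 2.05 over genes, which are not independent), and 21 genes were higher with genes detected as a covariate. The matched comparison was not made within a range. For range 1 alone genes detected cannot be judged here either. No split other than the real one gave the list as large a median (1 of 64; highest other 1.13). An interferon response in the blood of the patients and a batch that follows the numbers cannot be told apart, because the numbers nearly separate the groups within each range (17 of 18 normal libraries after every SSc library of their run). The study states that its blood samples were taken at the baseline of a trial, but the labels do not tie libraries to them. The labels give no treatment, infection or handling of a library, and these stay open.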
